A study of Mus musculus with 3 samples.

How the data were processed

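The study measured gene expression in single cells of adult mouse testis. The libraries were made with the 10x Genomics Chromium 3′ kit, version 3.1, per the labels' protocols. In this assay the 3′ end of each messenger RNA is copied together with a cell barcode and a unique molecular identifier (UMI), so that the copies of a molecule are counted once. Per the labels, there were 2 wildtype libraries of 1 mouse each, named here wildtype replicate 1 and wildtype replicate 2. A further library held pooled cells of 2 mice with a conditional knockout of Tex10. All libraries carry the same strain label, C57BL/6N. The testes were dissociated with collagenase IV and the suspension was passed through cell strainers, per the labels' protocols. The labels give neither the Cre driver nor the deleted exons.

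The deposited values were raw UMI counts per gene and barcode, written by Cell Ranger 4.0.0 per the file headers, for 32285 genes with Ensembl identifiers. Neither the headers nor the labels state the genome build, the annotation, or whether counting used the strand. The lowest UMI total of a deposited barcode was 908 and 864 in the wildtype libraries and 1381 in the knockout library, so the deposited counts are those of a list of called cells and not of all droplets. Gene positions were taken from GENCODE release M21 on GRCm38 by Ensembl identifier, which matched 32235 of the 32285 genes. Every coordinate is therefore one of GRCm38, and the authors' own build may differ from it. Genes annotated as antisense are reported as uncertain because the use of strand is not stated.

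Barcodes were kept with at least 1000 UMIs, at least 500 genes and at most 10% mitochondrial UMIs. Doublets were scored per library with Scrublet in scanpy 1.11.5. Its automatic threshold marked 1, 5 and 1 barcodes of wildtype replicate 1, wildtype replicate 2 and the knockout library, which is under 0.5% of each, so the top 8% of scores of each library were left out in its place. Counts were scaled per cell and log-transformed, and 2000 variable genes and 30 principal components were taken over all libraries without batch correction. A graph of 15 neighbours was clustered with Leiden at resolution 1 (leidenalg 0.10.2, igraph 0.11.9). Clusters were named from fixed marker genes of 12 cell types. A name needed at least 3 detected markers, and it was withheld where the 10 leading genes held more markers of another type. Class names therefore stand for marker-defined, spermatogonia-like or spermatocyte-like groups of cells, and differences from the study's own classes may come from these rebuilt names.

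A large part of the kept barcodes held few UMIs. Clusters whose median UMI total, relative to the lowest total deposited for the library, lay under 3 were treated as low-UMI clusters and kept out of the named classes. This limit was chosen after the data had been seen, and the share of low-UMI barcodes is given per library in the results. Alternatives to it were also chosen after seeing the data.

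Because the knockout group has 1 library, no test across groups was possible, and no p-value or standard error is given. Cells were not used as replicates. Knockout values were set against both wildtype libraries, with the mean and SD of the wildtype pair (n = 2). UMIs were summed per library and class and expressed per 1000000 UMIs of the class (CPM). A gene passed a fixed size rule in a class when 4 conditions held. Its log2 ratio, with 1 CPM added, was at least 1 in size against each wildtype library. Both ratios had the same sign. The smaller of them was at least 2 times the log2 ratio between the wildtype libraries. At least 1 library reached 20 CPM. Classes with at least 50 cells in each library were compared, which were 5 germ cell classes and peritubular myoid cells. The same rule was run with each wildtype library in the place of the knockout library, and on 100 draws of libraries from a shared profile with Poisson counting error. The genes named are the 3 higher and the 3 lower genes of each class with the largest smaller ratio, Tex10, and members of the Wnt and Tex10-complex lists that passed. Genes named outside this rule are said to be so.

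The 8 gene lists were Wnt pathway components and activators, Wnt negative regulators, Wnt target genes, Tex10 complex partners, acrosome genes, sperm flagellum genes, p53 target genes and ribosome biogenesis genes. For each list and class the median log2 ratio of members with at least 5 CPM was placed among 10000 random lists of the same size matched on mean expression. These percentiles describe the libraries and are no test. Genes per cell were compared after thinning each cell to 2000 UMIs. Germ cells were ordered by diffusion pseudotime over 30 neighbours and 14 components, rooted in spermatogonia. X-linked and Y-linked shares of UMIs were taken per class. For genes named in the text, the last 500 bases of their annotated transcripts were compared with all other genes' transcripts in words of 31 bases, and the share of words found elsewhere is given as the part of the 3′ end that is shared.

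The cell filter, the doublet rule, the markers, the size rule, the gene lists and most alternatives were fixed before the data were examined. The alternatives covered the cell filter, doublets, clustering, depth, scaling, pseudocount, the CPM filter, the size threshold and each wildtype library left out in turn. Scaling with edgeR 4.0.16 TMM factors and DESeq2 1.42.0 size factors in R 4.3.3 was used only as an alternative normalization. Intervals of 95% are exact Clopper-Pearson for shares and exact Poisson for UMI counts, and they cover counting error only, not differences between animals or libraries. The size rule and the list statistic were tested on simulated data in which 200 genes were changed 4-fold. The rule recovered 99.5% of them in spermatogonia (7332 genes run), 99.5% in early spermatocytes (6751 genes), 99.5% in late spermatocytes (5662 genes), 100% in round spermatids (5498 genes) and 99.5% in elongating spermatids (2923 genes), with 0 false calls in each of these classes. In peritubular myoid cells (7949 genes) it recovered 86.0% with 94 false calls. Analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.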

Results

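The series asked how spermatogenesis differs between testes with a conditional knockout of Tex10 and wildtype testes, at the level of single cells. Tex10 encodes a nuclear protein that has been described in ribosome biogenesis and in the pluripotency network of stem cells. Single-cell 3′ RNA libraries of 3 samples were analysed: wildtype replicate 1 and wildtype replicate 2, each from 1 mouse, and 1 knockout library that pooled cells of 2 mice. The wildtype libraries held 93418341 UMIs in 9967 barcodes and 96001773 UMIs in 10153 barcodes. The knockout library was deeper, with 147783171 UMIs in 12918 barcodes. The median barcode held 2104, 3041 and 2828 UMIs in wildtype replicate 1, wildtype replicate 2 and the knockout library. The wildtype libraries differed by far more than sampling noise, with a chi-square of 17.7 per degree of freedom over 22535 genes, and they were treated as separate samples. With 1 knockout library there is no replicate check of any knockout value.

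The cell filter passed 8134, 8337 and 12014 barcodes of wildtype replicate 1, wildtype replicate 2 and the knockout library. The minimum of 1000 UMIs removed 836 and 856 wildtype barcodes and 0 knockout barcodes, since the lowest deposited total of the knockout library already lay at 1381 UMIs. After doublets were left out, 7499, 7635 and 11000 barcodes were kept. They formed 40 clusters. Low-UMI clusters held 52.9% (95% interval 51.7 to 54.0) of the kept barcodes of wildtype replicate 1, 38.5% (37.4 to 39.6) of wildtype replicate 2 and 62.1% (61.2 to 63.0) of the knockout library. Their median UMI totals were 1452, 1423 and 2091 per barcode. Germ cells in named classes numbered 3180, 4372 and 3682, which was 42.4%, 57.3% and 33.5% of kept barcodes, with median UMI totals of 14971, 11656 and 18879. Clusters without a name held 2.59%, 2.48% and 2.53%.

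**Figure D1:**
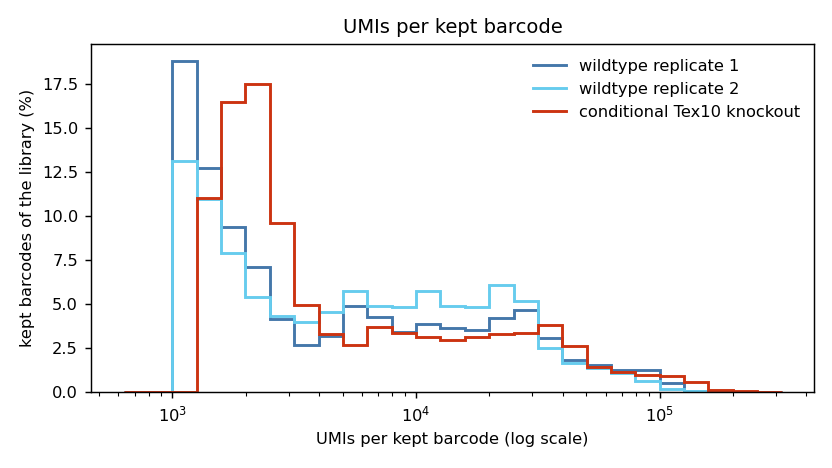
UMIs per kept barcode (x axis, log scale) against the percent of the library's kept barcodes (y axis), as 1 line for each of the 3 libraries, with no error bars. Each library has a group of barcodes at low totals and a broad group of deeper cells, and the low group of the knockout library begins at a higher total than those of the wildtype libraries.

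The named germ cell clusters were led by genes of known stages. The spermatogonia clusters were led by genes such as Uchl1, Crabp1, Stra8 and Ccnd1. Early spermatocytes were led by genes such as Meiob, Rad51ap2, Sycp1 and Prss50, and late spermatocytes by Piwil1, Pou5f2, Ccna1 and Aurka. Stra8 also led the largest early spermatocyte cluster, of 598 cells, so it does not separate that class from spermatogonia. Round spermatid clusters were led mainly by testis transcripts outside the marker list, such as Tmco5b, Saxo1 and Dyrk4, and their names rest on at least 13 detected markers each. Elongating spermatid clusters were led by Tssk6, Spem2 and Lelp1 and by Col16a1, among others. The myoid cluster was led by Acta2, Myh11 and Tagln.

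Tex10, the targeted gene (ENSMUSG00000028345), lies on the minus strand of chromosome 4 from 48430858 to 48473459 and is protein-coding. Of its 3′ end, 9.96% is shared with transcripts of the neighbouring gene Invs. Over all kept cells, Tex10 stood at 44.9 CPM (43.5 to 46.3; 3817 UMIs) in wildtype replicate 1, 40.9 CPM (39.6 to 42.3; 3514 UMIs) in wildtype replicate 2 and 35.2 CPM (34.2 to 36.2; 4777 UMIs) in the knockout library. The knockout level was 82.0% of the wildtype mean of 42.9 ± 2.82 CPM (SD, n = 2). Counting at the 3′ end does not see the deletion of an exon directly, so this level is no measure of how many cells had lost the gene's function. Over all kept cells the knockout library thus had the lowest Tex10 level, in the direction of its label. The transcript was not absent from it. In low-UMI clusters alone the wildtype levels were 27.0 CPM (23.3 to 31.1) and 31.7 CPM (27.4 to 36.6). The knockout level there, 30.4 CPM (27.95 to 33.0), lay between them. The level over all kept cells also depends on the shares of the classes, whose Tex10 levels differ.

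The question of where Tex10 was reduced was asked per germ cell class. In spermatogonia, Tex10 reached 143.5 CPM (129.2 to 158.9) and 124.2 CPM (111.8 to 137.6) in the wildtype libraries and 133.0 CPM (121.5 to 145.2) in the knockout library, so no difference was detectable. In early spermatocytes, the wildtype levels were 109.9 CPM (102.7 to 117.5) and 107.2 CPM (99.6 to 115.3), against 101.0 CPM (95.2 to 107.0) in the knockout library. The knockout value was 93.0% of the wildtype mean, and the intervals overlapped. In late spermatocytes the wildtype libraries had 58.7 CPM (56.1 to 61.5) and 58.0 CPM (55.2 to 61.0). The knockout library had 49.5 CPM (47.3 to 51.8), or 84.8% of the wildtype mean, and its interval lay below both others. The fall was larger in round spermatids, from 29.4 CPM (26.7 to 32.2) and 27.7 CPM (25.5 to 30.1) to 19.97 CPM (18.3 to 21.8). That was 70.0% of the wildtype mean of 28.5 ± 1.19 CPM (SD, n = 2), a log2 ratio of −0.51, on 455, 578 and 525 UMIs. In elongating spermatids the levels were 3.30 CPM (2.47 to 4.32), 3.25 CPM (2.495 to 4.17) and 2.37 CPM (1.84 to 2.999) in the same order, with overlapping intervals. Myoid cells gave 16, 10 and 13 Tex10 UMIs, too few to show a difference of this size. Tex10 did not pass the size rule in any class. In round spermatids the alternative that moved its log2 ratio most was giving the clusters of the class equal weights in all libraries, chosen after the data had been seen, which gave −0.41. Over all germ cells the log2 ratio was −0.27, and it lay at −0.18 without wildtype replicate 1 and at −0.36 without wildtype replicate 2.

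**Figure D2:**
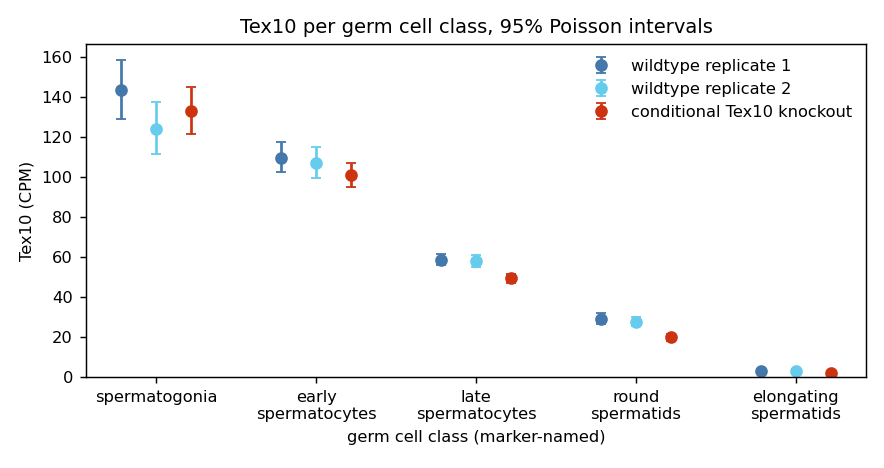
Tex10 in CPM (y axis) in the 5 germ cell classes (x axis) of the 3 libraries, with bars for exact Poisson 95% intervals of the counts. The knockout point lies among the wildtype points in spermatogonia and below both, with separate intervals, in late spermatocytes and round spermatids.

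The composition of the germ cells was compared as shares of all germ cells in named classes. Elongating spermatids made up 41.6% (39.9 to 43.3), 42.9% (41.4 to 44.4) and 42.6% (41.0 to 44.3) in wildtype replicate 1, wildtype replicate 2 and the knockout library. Round spermatids made up 16.0% (14.8 to 17.3), 19.6% (18.5 to 20.9) and 18.6% (17.4 to 19.9). The shares of early spermatocytes were 17.2% (15.9 to 18.5), 14.3% (13.3 to 15.4) and 17.0% (15.8 to 18.3). In these 3 classes the knockout library lay within the range of the wildtype libraries. Late spermatocytes fell to 15.3% (14.2 to 16.5) in the knockout library, from 18.5% (17.2 to 19.9) and 16.2% (15.1 to 17.3). The difference from the wildtype mean was −2.05 percentage points, against a wildtype SD of 1.63, and the knockout interval overlapped that of wildtype replicate 2. Spermatogonia made up 6.70% (5.85 to 7.62), 6.91% (6.17 to 7.70) and 6.44% (5.67 to 7.28), with overlapping intervals.

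These shares depended on how low-UMI clusters were treated. When the low-UMI clusters were named too, the late spermatocyte share rose to 43.9% in the knockout library, against 31.6% and 26.4% in the wildtype libraries. The difference then reversed from −2.05 to 14.9 percentage points. The spermatogonia share also changed direction, from −0.366 points to 0.41 points under the stricter cell filter and to 0.0773 points with classes from each cell's own marker score. The elongating spermatid difference of 0.395 points became 1.44 points when cells were clustered without the genes that passed the size rule.

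**Figure D3:**
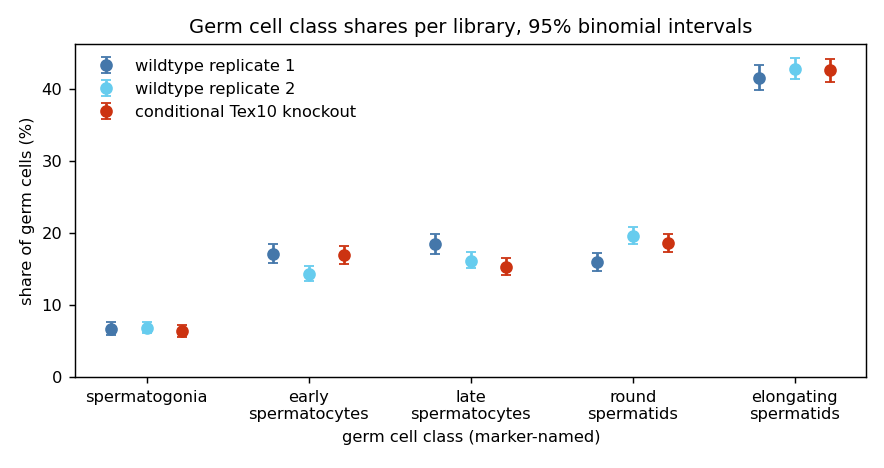
Share of germ cells in percent (y axis) in each of the 5 germ cell classes (x axis) for the 3 libraries, with bars for exact binomial 95% intervals. The knockout library lies between the wildtype libraries in early spermatocytes and both spermatid classes. It lies below both in late spermatocytes, where its interval overlaps that of wildtype replicate 2. It also lies below both in spermatogonia, where the intervals of all libraries overlap.

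Ratios of neighbouring classes were taken to locate a change without the closure of shares. Late spermatocytes per early spermatocyte numbered 1.08 and 1.13 in the wildtype libraries and 0.901 in the knockout library, a log2 difference of −0.29 from the wildtype mean. With the low-UMI clusters named too, this log2 difference reversed to 0.88. Round spermatids per late spermatocyte numbered 0.864, 1.212 and 1.215 in wildtype replicate 1, wildtype replicate 2 and the knockout library, and elongating per round spermatid numbered 2.60, 2.18 and 2.29. The knockout ratio of round to late spermatocytes lay above that of wildtype replicate 2 by far less than the wildtype SD of 0.246, and that of elongating to round spermatids lay within the wildtype range.

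Somatic cells in named classes were few, and their shares refer to all kept barcodes. Sertoli cells made up 0.307% (0.195 to 0.460), 0.183% (0.1003 to 0.308) and 0.464% (0.345 to 0.609) in wildtype replicate 1, wildtype replicate 2 and the knockout library, on 23, 14 and 51 cells. Leydig cells made up 0.320% (0.205 to 0.476), 0.301% (0.191 to 0.452) and 0.409% (0.299 to 0.547). For macrophages the shares were 0.267%, 0.183% and 0.236%. Peritubular myoid cells made up 1.25% (1.01 to 1.53) and 1.11% (0.890 to 1.38) in the wildtype libraries and 0.818% (0.658 to 1.01) in the knockout library, below both others, with an interval that overlapped that of wildtype replicate 2. These denominators include low-UMI barcodes, whose share differed between libraries. Among cells of at least 5 times the lowest total, an alternative chosen after seeing the data, the myoid share of the knockout library was 1.71% (1.31 to 2.18), between the 2.72% (2.19 to 3.34) and 1.61% (1.24 to 2.04) of the wildtype libraries. Sertoli cells then made up 1.68% (1.27 to 2.18), 0.692% (0.461 to 0.999) and 3.71% (3.12 to 4.38), and Leydig cells 0.734% (0.471 to 1.09), 0.519% (0.322 to 0.793) and 1.13% (0.810 to 1.53). A large low-UMI cluster with Sertoli cell markers held a further 650, 432 and 838 barcodes. With low-UMI clusters named too, Sertoli cells made up 8.975%, 5.868% and 8.273% of kept barcodes. The knockout share then lay within the wildtype range, so a higher Sertoli share is not settled.

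The question of which genes differ in the knockout library was asked in each class by the fixed size rule. In spermatogonia 27 of 7363 genes passed, 21 higher and 6 lower in the knockout library. In early spermatocytes 17 of 6825 genes passed, 7 higher and 10 lower, and in late spermatocytes 51 of 5787, 20 higher and 31 lower. Round spermatids had 70 of 5630 genes, 29 higher and 41 lower, and elongating spermatids 43 of 3003, 22 higher and 21 lower. Across the germ cell classes 143 of 10410 tested genes passed at least once, 70 higher and 73 lower, and 0 in both directions. With wildtype replicate 1 in the place of the knockout library 5 genes passed, all in spermatogonia, and with wildtype replicate 2 in its place 1 gene passed, in round and elongating spermatids. Libraries drawn from a shared profile with counting error alone gave 0 calls at most over 100 draws in each germ cell class. The count rose most when the CPM filter was dropped, which gave 255 genes in spermatogonia, except in late spermatocytes, where it rose most with the 1.5-fold threshold, to 220. It fell most without chromosomes 4, 7, 9 and 14, an alternative chosen after seeing the data that removes tested genes, to 14, 5, 11, 22 and 12 in the 5 classes in the same order. Single wildtype libraries also mattered: without wildtype replicate 1, 53 genes passed in spermatogonia, 26 in early spermatocytes, 99 in late spermatocytes and 109 in round spermatids, and without wildtype replicate 2, 47 passed in spermatogonia. Leaving out a library also removes a condition of the rule, so more genes can pass.

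In peritubular myoid cells, 200 of 8118 genes passed, 64 higher and 136 lower. The same rule gave 121 genes with wildtype replicate 1 and 154 with wildtype replicate 2 in the place of the knockout library. Counting error alone gave a median of 71 and at most 90 genes. The class held 94, 85 and 90 cells with 567822, 419361 and 643716 UMIs, and at this depth the number of calls was not far above that between libraries of mixed genotype. It rose to 694 genes without wildtype replicate 1 and to 584 without wildtype replicate 2.

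A ribosomal protein gene, Rpl29 (ENSMUSG00000048758; chromosome 9, 106429454 to 106431568), was among the 3 genes lowered most in every class compared. In late spermatocytes it fell from 1060 CPM (1050 to 1080) and 1110 CPM (1100 to 1120) to 115 CPM (112 to 119). Its log2 ratios against wildtype replicate 1 and wildtype replicate 2 were −3.19 and −3.25. In spermatogonia it fell from 1210 and 1190 CPM to 114 CPM, in early spermatocytes from 1040 and 1040 to 96.7 CPM, and in round spermatids from 622 and 634 to 69.5 CPM. In elongating spermatids it fell from 679 and 726 to 78.4 CPM, and in myoid cells from 960 and 961 to 127 CPM. Because 57.8% of its 3′ end is shared with other genes' transcripts, the level of Rpl29 itself is uncertain. Gm8797 (chromosome 3, 5750806 to 5751295) fell likewise, for example from 75.1 and 96.5 CPM to 4.83 CPM in spermatogonia, with log2 ratios of −3.71 and −4.06. It shares 93.0% of its 3′ end with Gm1821, Ubb and other genes, so its counts are uncertain too.

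Further genes led single stages. In spermatogonia, Eif3j2 (chromosome 18, 43475418 to 43477796) rose from 2.74 and 2.03 CPM to 41.8 CPM (35.5 to 48.9), with log2 ratios of 3.52 and 3.82. It also led the higher genes in early spermatocytes, at 25.6 CPM against 1.79 and 1.6 CPM, but it shares 93.4% of its 3′ end with Eif3j1. Gm45464 (log2 ratios 2.85 and 2.86; 62.3% of the 3′ end shared with Rbl2) and Tnfaip8l1 (3.14 and 2.8) were next. Hist1h2ap, a histone gene with 93.4% of its 3′ end in other histone genes, fell from 167 and 122 CPM to 31.9 CPM. In early spermatocytes Gm45184 (1.85 and 1.97) and Nuggc (1.28 and 1.46) rose, and Gm10076 (−1.70 and −1.61; 84.2% shared with Rpl41 and others) fell. In these 2 classes every named gene that shares over 50% of its 3′ end is uncertain in the same way.

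In late spermatocytes the 3 leading higher genes all lay on chromosome 4. 9530002B09Rik (122689275 to 122705129) had 5, 4 and 1653 UMIs, or 0.160 CPM (0.052 to 0.373), 0.152 CPM (0.0414 to 0.389) and 44.2 CPM (42.1 to 46.4). Sh3bgrl3 (134127406 to 134128789) rose from 5.95 and 6.73 CPM to 48.3 CPM. Pdik1l (134275002 to 134287895) rose from 5.47 and 5.70 CPM to 29.5 CPM. The wildtype levels of 9530002B09Rik and Sh3bgrl3 in this class were under 10% of those in their highest class, a level that free RNA can give. Zfp990, also on chromosome 4 (145510759 to 145539188), fell most, from 15.6 CPM (14.3 to 17.1) and 20.4 CPM (18.7 to 22.2) to 0.401 CPM (0.224 to 0.661), with log2 ratios of −3.57 and −3.93. It shares 50.5% of its 3′ end with other zinc finger genes.

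In round spermatids the non-coding transcript 4930515B02Rik (chromosome 4, 140872693 to 140878055) had 4, 6 and 1306 UMIs and rose from 0.258 and 0.287 CPM to 49.7 CPM (47.0 to 52.4). Its log2 ratios were 5.33 and 5.30. 9530002B09Rik rose to 24.1 CPM from 2 UMIs in each wildtype library, and Bloc1s6 (chromosome 2, 122738503 to 122749475) from 2.39 and 2.01 CPM to 58.1 CPM. The wildtype levels of both in round spermatids were under 10% of those in their highest class, a level that free RNA can give. Zbtb40 (chromosome 4, 136979732 to 137048801) fell from 18.0 CPM (16.0 to 20.3) and 22.6 CPM (20.6 to 24.7) to 0.913 CPM (0.585 to 1.36). Kpna1 (chromosome 16, 35978750 to 36037131), which encodes an importin, fell from 31.2 and 31 CPM to 2.62 CPM. The 3′ ends of 4930515B02Rik, Bloc1s6 and Zbtb40 shared 0% of their words with other genes, and that of Kpna1 0.848%.

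Elongating spermatids showed the largest changes. Col16a1, a collagen gene on chromosome 4 (130047840 to 130099283), fell from 505 CPM (494 to 516; 8106 UMIs) and 450 CPM (440 to 459; 8569 UMIs) to 1.88 CPM (1.41 to 2.45; 54 UMIs). Its log2 ratios were −7.46 and −7.29, none of its 3′ end was shared, and it was also a leading gene of an elongating spermatid cluster. Gm12970 (chromosome 4, 130811617 to 130812326) had 0 UMIs in both wildtype libraries and 3993 UMIs in the knockout library, or 139 CPM, which was at least 1630-fold higher. 1700021J08Rik (chromosome 4, 117002166 to 117003012) had 0 UMIs in both wildtype libraries and 2662 in the knockout library, at least 1080-fold higher. Both are annotated as antisense transcripts, and 46.2% of the 3′ end of 1700021J08Rik is shared with Hectd3, so the gene that gave these UMIs is uncertain. The wildtype level of 1700021J08Rik was also under 10% of that in its highest class. 4930515B02Rik rose again, from 0.125 and 0.262 CPM to 40.2 CPM, and Kpna1 fell from 31.5 and 31.9 CPM to 0.661 CPM (0.398 to 1.03).

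In myoid cells, where the rule gave many calls by counting error alone, Nrp2 (1, 1 and 30 UMIs), Ifitm1 (3, 2 and 29 UMIs) and Lepr (1, 1 and 15 UMIs) led the higher genes. The wildtype level of Nrp2 in this class was one that free RNA can give. Tdgf1 (chromosome 9, 110939603 to 110946158) had 19, 18 and 0 UMIs and was at least 8.04-fold lower in the knockout library.

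The positions of the 143 genes were then compared with those of all tested genes. Chromosome 4, which holds Tex10, had 33 of them among 675 tested genes, chromosome 9 had 30 among 602, chromosome 14 had 16 among 413 and chromosome 7 had 14 among 750. Together these 4 chromosomes held 93 of the 143 genes (65.0%) and 2440 of the 10410 tested genes (23.4%). Their tested genes passed in 3.81% of cases, against 0.627% (50 of 7970) elsewhere. The 4 chromosomes were singled out after their values were seen. On chromosome 4 the fullest window of 10 Mb ran from 130 to 140 Mb, with 12 of 101 tested genes. The window from 40 to 50 Mb, in which Tex10 lies, had 3 of 87. On chromosome 9 the window from 100 to 110 Mb had 10 of 95. Of the genes passing with a wildtype library in the knockout's place, 1 of 5 and 0 of 1 lay on these chromosomes.

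**Figure D4:**
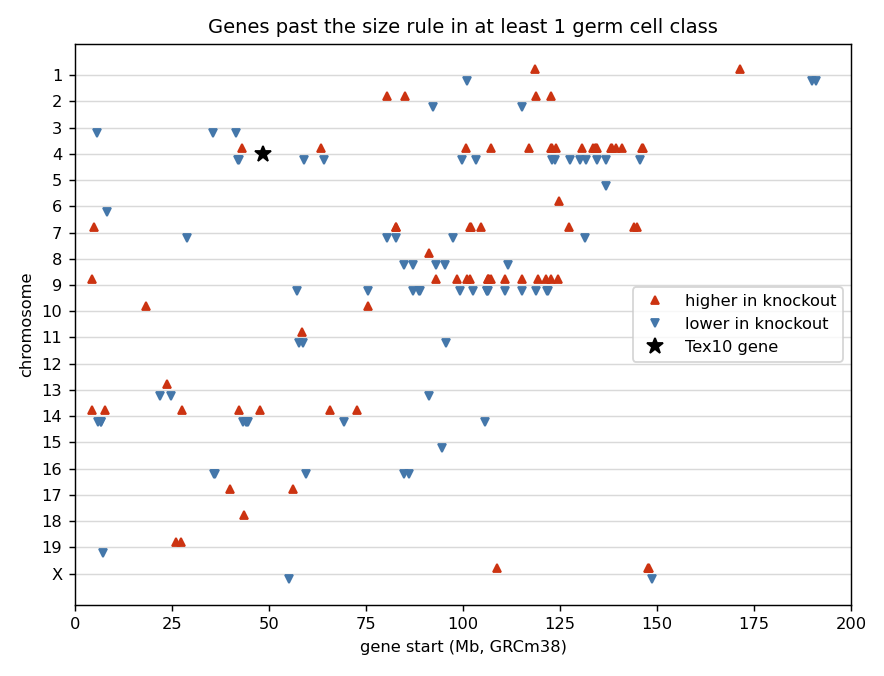
Start of each of the 143 genes that passed the size rule in a germ cell class, in Mb on GRCm38 (x axis), by chromosome (y axis), with triangles for higher and lower genes and a star for Tex10. Chromosomes 4 and 9 hold 33 and 30 of the genes, and both directions occur side by side on each.

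Gene lists were compared next, to ask whether whole programmes moved together. Of 48 combinations of list and class, 47 gave a median, since only 2 Wnt target genes reached the CPM minimum in elongating spermatids. In 9 of them the knockout median lay outside the central 95% of random lists, 4 above and 5 below. With wildtype replicate 1 in the knockout's place 10 medians lay outside, and with wildtype replicate 2 in its place 9. The knockout count was no higher than these counts, but they are no reference level for it. The knockout library is then part of the reference, so a knockout shift can reappear with the opposite sign. In elongating spermatids, acrosome genes stood at percentile 0.09, and at 99.8 with wildtype replicate 1 in the knockout's place. The p53 target genes there stood at 99.8, at 0.44 with wildtype replicate 2 in its place and at 37.1 with wildtype replicate 1. Set against single libraries, the knockout library had 10 medians outside this range against wildtype replicate 1 and 8 against wildtype replicate 2. The wildtype libraries set against each other had 7. Over the alternatives the knockout count of 9 ranged from 7, with a 20 CPM filter, to 11. Of the 9 medians, the 4 of acrosome genes were outside the central range under all 10 alternatives run for the lists. The other 5 moved inside it under at least 1. No percentile was taken in clusters made again without the acrosome genes and the genes that passed. There the late spermatocyte acrosome median was 0.013 with equal cluster weights.

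The Wnt lists lay within the central range in every class. For Wnt components and activators the percentiles were 15.8, 94.8, 35.0, 79.0, 65.8 and 15.4 in spermatogonia, early spermatocytes, late spermatocytes, round spermatids, elongating spermatids and myoid cells. For Wnt negative regulators they were 51.3, 57.7, 62.0, 91.6, 59.1 and 11.0. Wnt target genes stood at 10.0, 25.8, 66.5 and 60.5 in the first 4 germ cell classes and at 88.3 in myoid cells. Under single alternatives, Wnt components reached 1.36 and Wnt negative regulators 1.52 in myoid cells, outside the central range. The Tex10 complex partners stood at 22.7, 46.6, 57.5, 19.9, 11.0 and 36.3 in the 6 classes. No member of the Wnt or complex lists passed the size rule in a germ cell class. In myoid cells Wnt6 passed, with log2 ratios of 1.40 and 1.94, from a wildtype level that free RNA can give.

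Acrosome genes lay below the central range in spermatogonia (median log2 ratio −0.25), early spermatocytes (−0.18), late spermatocytes (−0.58) and elongating spermatids (−0.095), but not in round spermatids (−0.014, percentile 59.3). In spermatogonia 31 of the 36 members were at levels that free RNA can give. In late spermatocytes the median moved to −0.091 when the clusters of the class were given equal weights in all libraries, an alternative chosen after seeing the data, to −0.118 on the 27 members of at least 20 CPM and to −0.20 with all deposited barcodes. The 19 of its 34 members at levels that free RNA can give had a median of −0.85 there, and the other 15 had 0.009. Sperm flagellum genes were low in early spermatocytes (−0.067, percentile 0.08) and high in myoid cells (0.20, percentile 99.8). In early spermatocytes they moved to percentile 18.2 with equal cluster weights and to 11.5 with doublets kept, and in myoid cells to 97.4 without wildtype replicate 1, which lies inside the central range. Ribosome biogenesis genes were high in early spermatocytes (0.076, percentile 99.3) and in late spermatocytes (0.042, percentile 98.0). With doublets kept, they moved to percentile 62.7 in early spermatocytes. Without wildtype replicate 1 the percentile was 96.7 in early spermatocytes, and the late spermatocyte median changed sign to −0.006, percentile 76.2. Among them Rrp9 and Mrto4, named after their values were seen, passed the size rule in late spermatocytes and round spermatids; they lie on chromosomes 9 and 4. The p53 target genes were high in elongating spermatids (0.35, percentile 99.8), on 7 members, but stood at 0.028, percentile 67.1, without the CPM filter and at percentile 97.1 without wildtype replicate 2.

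UMIs and genes per cell were compared to ask whether transcriptome size or complexity differed. The median germ cell held 14971 UMIs and 3041 genes in wildtype replicate 1, 11656 UMIs and 2800 genes in wildtype replicate 2, and 18879 UMIs and 3466 genes in the knockout library. After thinning to 2000 UMIs the medians were 1201, 1216 and 1194 genes, with 19, 79 and 11 cells too shallow to be thinned. The knockout value was 14.5 genes below the wildtype mean, which became 51.5 below under the stricter cell filter. No single class had this fall. The knockout median lay within the wildtype range in spermatogonia (1301, 1312.5 and 1305.5 genes in wildtype replicate 1, wildtype replicate 2 and the knockout library), late spermatocytes (1227.5, 1237 and 1232) and round spermatids (1259, 1273 and 1259.5). It lay above both wildtype medians in early spermatocytes (1304.5, 1310.0 and 1327) and elongating spermatids (699, 711.5 and 712). At equal depth the libraries thus differed by little in genes per cell.

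Germ cells were also placed along a continuous ordering, which does not depend on class borders. The mean rank of the classes rose from 3.76% in spermatogonia over 14.6%, 30.9% and 48.4% to 78.8% in elongating spermatids. When the ordering was divided into 10 bins equally filled by wildtype cells, the knockout shares ran from 8.39% (7.52 to 9.33) in the fifth bin to 12.0% (10.9 to 13.0) in the sixth. Wildtype replicate 1 ran from 7.96% to 11.1%, and wildtype replicate 2 from 8.87% to 12.1%. The share of cells out of place is the share that would have to change bins to fill all 10 equally. It was 5.49% in the knockout library and 4.28% and 4.26% in the wildtype libraries, which had themselves set the bins. The bins lie midway between the wildtype libraries, so the wildtype values understate how far these lie from each other. They are thus no reference level for the knockout value. Ranking cells by their angle on the first 2 principal components moved the knockout value to 11.1%.

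The X and Y chromosomes are silenced in late spermatocytes, and their shares of UMIs were compared per class. In late spermatocytes X-linked genes gave 0.127% (0.126 to 0.128) and 0.143% (0.141 to 0.144) of UMIs in the wildtype libraries and 0.086% (0.0851 to 0.087) in the knockout library. With equal cluster weights the difference from the wildtype mean shrank from −0.049 to −0.005 percentage points. In spermatogonia the X-linked shares were 1.85%, 1.86% and 1.78%, and in round spermatids 1.51%, 1.45% and 1.51%. Y-linked genes gave 0.00888%, 0.0101% and 0.00815% in late spermatocytes and 0.0558%, 0.0563% and 0.0577% in round spermatids.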

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

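The tests of protamine and transition protein transcripts in low-UMI barcodes and of deep Leydig cells were chosen only after the result was seen; the other tests here were chosen before.

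Low-UMI barcodes, which enter no comparison of named classes, made up 62.07% of the kept barcodes of the knockout library and 52.9% and 38.5% in the wildtype libraries. They drew attention because a signal in barcodes left out of the comparisons lay above its level in both control libraries. The knockout library was sequenced more deeply and its list of called cells begins at 1381 UMIs, against 908 and 864 UMIs. To test depth, the knockout library was thinned by a factor of 0.642, and all libraries were compared under a common limit of 2658 UMIs. As deposited, 49.0%, 39.3% and 47.2% of the barcodes that passed the filter lay under this limit in wildtype replicate 1, wildtype replicate 2 and the knockout library. A fixed limit without thinning does not match depth, since a deeper library puts fewer barcodes under it. After thinning the knockout share was 55.24%, above the higher wildtype share by less than the wildtype SD of 6.9 points. With depth matched by thinning, the knockout share stayed above both wildtype shares, so this test did not explain its rank by depth. Cells were still called at each library's own depth, and the wildtype libraries themselves lie far apart. Whether the knockout suspension held a higher share of low-UMI barcodes therefore cannot be told from 1 library. Damaged cells in the knockout testis, or in 1 suspension by handling, stay open as untested.

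The largest low-UMI cluster carries late spermatocyte markers and held 1297, 930 and 3161 barcodes in wildtype replicate 1, wildtype replicate 2 and the knockout library. With a smaller low-UMI cluster of the same type, it reversed the late spermatocyte share when low-UMI clusters were named. If its RNA came only from late spermatocytes, transcripts of Prm1, Prm2, Tnp1 and Tnp2, which are abundant in elongating spermatids, should be as rare as in deep late spermatocytes. Their share was 4.04%, 3.04% and 3.25% in this cluster and 0.184%, 0.214% and 0.185% in deep late spermatocytes, a mean excess of 17.9-fold. In myoid cells, which should lack these transcripts, they made up 0.818%, 0.766% and 0.828% at 6010, 5276 and 7303 median UMIs, and in elongating spermatids 26.8%, 26.9% and 25.8%. The RNA of the cluster thus did not come only from late spermatocytes. Its barcodes were far shallower, with median UMI totals of 1180, 1267 and 1964, against 48921, 28496 and 63767 in deep late spermatocytes. A like amount of free RNA makes up a larger share of a shallow barcode. The excess therefore cannot tell intact late spermatocytes of low depth from droplets with little cellular RNA and much free RNA. Both stay open, as does a mixture of real late spermatocyte fragments with free RNA.

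A low-UMI cluster with Leydig cell markers, led by Fabp3, Hsd3b6 and Cyp17a1, held 134 of 11000 kept barcodes of the knockout library, or 1.22% (95% interval 1.02 to 1.44). The wildtype libraries had 5 and 7 such barcodes, 0.0667% (0.0217 to 0.156) and 0.0917% (0.0369 to 0.189), so the knockout share was 15.4-fold that of the wildtype mean. The barcodes of this cluster differed in depth, with median UMI totals of 1062, 20782 and 2686 in wildtype replicate 1, wildtype replicate 2 and the knockout library. Under 3 times the lowest deposited total lay 5, 2 and 108 of them, or 0.0667% (0.0217 to 0.156), 0.0262% (0.00317 to 0.0946) and 0.982% (0.806 to 1.18) of kept barcodes, a ratio of 21.1 between the knockout share and the wildtype mean that rests on few wildtype barcodes. It stood out as a signal in barcodes outside the comparisons that exceeded both control libraries. More free Leydig RNA in the knockout suspension would raise Leydig transcripts in all cells, but in elongating spermatids the 9 Leydig markers were 1.5-fold higher only, at 3.68, 3.15 and 5.11 CPM. More Leydig cells in the suspension would raise the deep Leydig cells by a like factor, and the deep cells of this cluster and of the named Leydig cluster together were 1.83-fold higher only, at 0.320% (0.205 to 0.476), 0.354% (0.233 to 0.514) and 0.618% (0.480 to 0.783), with overlapping intervals for wildtype replicate 2. Both values argue against these explanations as the whole cause. Loss of RNA from Leydig cells in the knockout suspension, by handling or by genotype, stays open and was not tested. As a cluster mostly of 1 library, it may also be a feature of that library and not of the knockout.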

How the results depend on the processing

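Of the alternatives, those that named low-UMI clusters, set other limits for them, gave clusters equal weights, left out 4 chromosomes or clustered without the genes that passed were chosen only after the results were seen. Of 304 values under alternatives, 203 stayed within the wildtype spread of the main value or within 1.5 times the main count, 67 moved by more, 5 counts became smaller, 24 counts became larger, and 5 values reversed a main difference that lay beyond the wildtype range and SD. A further 25 values changed sign where the main difference lay within that range or SD, 9 of them by less than the spread, so that these main differences have no settled direction. Values below are knockout minus wildtype mean, with shares in percentage points of germ cells and ratios in log2. The main values were −0.366 for spermatogonia, 1.25 for early spermatocytes, −2.05 for late spermatocytes, 0.777 for round spermatids and 0.395 for elongating spermatids. The main ratios were −0.29 for late to early spermatocytes, 0.25 for round spermatids to late spermatocytes and −0.06 for elongating to round spermatids. Changes of sign by less than the spread were those of early spermatocytes to −0.168 without wildtype replicate 2, of round spermatids to −1.04 without wildtype replicate 1 and −0.636 at Leiden resolution 0.5, and of elongating spermatids to −0.247 without wildtype replicate 1. The ratio of elongating to round spermatids changed to 0.07 without wildtype replicate 1 and to 0.05 with classes from each cell's own marker score. Tex10 in spermatogonia (main −0.01) changed to 0.02 with TMM factors and to 0.1 without wildtype replicate 1, and the X-linked share in round spermatids (main 0.032) to −0.007 under the stricter filter. Except where the construction of an alternative shows it, the cause of a change was not tested.

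With low-UMI clusters named too, the share of late spermatocytes reversed to 14.9 and their ratio to early spermatocytes to 0.88. Early spermatocytes then stood at −1.97, round spermatids at −5.94, elongating spermatids at −6.47 and the ratio of round spermatids to late spermatocytes at −0.94. The low-UMI clusters of late spermatocyte type are larger in the knockout library, which gives this direction by construction. With all deposited barcodes, late spermatocytes moved to −0.0308, round spermatids to −3.4 and elongating spermatids to 2.36, and the ratios to −0.08, −0.25 and 0.3. With cells of at least 5 times the lowest total the same values were −0.0552, −3.32 and 2.95, and −0.08, −0.22 and 0.32. Under the stricter filter spermatogonia reversed to 0.41, late spermatocytes moved to −5.53, and the late to early and round to late ratios to −0.89 and 0.62.

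With doublets kept, spermatogonia stood at −0.95, late spermatocytes at −5.15, elongating spermatids at 2.15 and the late to early ratio at −0.6. Leiden resolution 0.5 gave −0.553 for spermatogonia, 2.94 for elongating spermatids, and ratios of −0.5 for late to early and 0.14 for elongating to round. Resolution 2 gave −0.48 for late to early. Components fitted on wildtype cells gave −4.28 for late and 1.47 for elongating, and −0.39 for late to early. Thinning before clustering gave −3.88 for late spermatocytes and −0.43 for late to early. Classes from each cell's own marker score reversed spermatogonia to 0.0773 and moved elongating spermatids to 2.31. As shares of all kept cells, spermatogonia stood at −1.24, early spermatocytes at −2.06, round spermatids at −2.79 and elongating spermatids at −6.83, since the low-UMI barcodes then enter the denominator. Clustering without the genes that passed gave 1.44 for elongating spermatids and −0.36 for late to early. The late spermatocyte share was below the wildtype mean in every alternative except the naming of low-UMI clusters.

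The log2 ratio of Tex10 in round spermatids (main −0.51) was −0.58 with all deposited barcodes, −0.44 with doublets kept, −0.43 with low-UMI clusters named and −0.41 with equal cluster weights, and it was negative under every alternative run. In early spermatocytes it reversed from −0.1 to 0.06 under the stricter filter. Of the 36 values of Tex10 in the other single classes, 14 moved without a change of direction. The largest of these moves was in elongating spermatids, from −0.47 to −0.07 with doublets kept.

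Without the CPM filter, which admits low counts, the genes that passed numbered 255 in spermatogonia, 72 in early spermatocytes, 151 in late spermatocytes, 187 in round spermatids, 129 in elongating spermatids and 1960 in myoid cells. With a 1.5-fold threshold, which is looser by construction, they numbered 88, 57, 220, 156, 105 and 621 in the same order. With each cell thinned to 2000 UMIs they numbered 180, 29 and 89 in the first 3 classes and 690 in myoid cells, where fewer UMIs leave more counting error. The thinned counts held 18 of the 27, 12 of the 17, 38 of the 51 and 80 of the 200 main genes of these classes. The stricter cell filter gave 71 in early spermatocytes, of which 14 were among the 17 main genes. A like count did not mean the same genes. Among the alternatives whose count was within 1.5 times the main one, the fewest main genes found again were 15 of 27 in spermatogonia (stricter filter), 14 of 17 in early spermatocytes (each cell's own marker score), 36 of 51 in late spermatocytes (equal cluster weights), 50 of 70 in round spermatids and 34 of 43 in elongating spermatids (both with thinned cells), and 94 of 200 in myoid cells (doublets kept). Without chromosomes 4, 7, 9 and 14, which removes tested genes by construction, 14, 5, 11, 22 and 12 genes were left in the germ cell classes. When either wildtype library was left out, the fits gave from 47 to 53 genes in spermatogonia, 19 to 26 in early spermatocytes, 52 to 99 in late spermatocytes, 75 to 109 in round spermatids and 584 to 694 in myoid cells, the lower number always without wildtype replicate 2. Elongating spermatids kept 42 of their 43 genes with either library left out. With either TMM or DESeq2 scaling, all 27 main genes of spermatogonia, 16 of 17 of early spermatocytes, 47 of 51 of late spermatocytes, at least 67 of 70 of round spermatids and all 43 of elongating spermatids passed again.

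The number of gene list medians outside the central range stayed between 7 and 11, but not with the same lists: 5 of the 9 main medians moved inside the range under at least 1 alternative, and 10 others moved outside it. The difference in genes per germ cell at 2000 UMIs went from −14.5 to −51.5 under the stricter filter. The share of knockout cells out of place along the ordering went from 5.49% to 11.1% with the angle on the first 2 principal components. The difference in the X-linked share in late spermatocytes (main −0.049 points) was −0.029 with all deposited barcodes, −0.09 under the stricter filter, −0.083 with doublets kept and −0.005 with equal cluster weights. In round spermatids (main 0.032) it was 0.088 with all deposited barcodes, −0.007 under the stricter filter, −0.043 with doublets kept and −0.045 with equal cluster weights, so that its direction is not settled.

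No paired analysis was possible because the knockout group has 1 library and no result comes from a test. The depth of the myoid class, with 419361 to 643716 UMIs per library, limits its gene calls, since counting error alone gave up to 90 of them.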

Other observations

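Of the tests here, those of free RNA and of shared reads as causes of the calls were chosen before the result was seen, and the others only after.

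Genes past the size rule in germ cells lay together: chromosomes 4, 7, 9 and 14 held 65.0% of them and 23.4% of the tested genes. Draws with counting error alone gave 0 calls at most in any germ cell class over 100 draws, which argues against counting error. If the loss of Tex10 were the only cause and responding genes lay evenly, calls should follow the tested genes over the chromosomes, and they did not. That even spread is an assumption, and the 4 chromosomes were picked from these same calls. Loss of Tex10 as the only cause is therefore not excluded. A candidate explanation is DNA of another mouse strain carried in these regions by 1 or both knockout mice, for example next to a targeted allele or a transgene, which changes nearby genes in all cells. This predicts that the genes move alike in a cell type outside the germ line. In myoid cells, 18 of 25 called genes of these chromosomes above free RNA levels (72.0%, 95% interval 50.6 to 87.9) moved in the same direction against both wildtype libraries, while 31.9% of all genes tested there were higher than both and 37.3% lower than both. The test does not set these chromosomes apart, since 9 of 12 called genes elsewhere (75.0%, 42.8 to 94.5) also moved alike, and a deletion of Tex10 in myoid cells cannot be excluded without the Cre driver. The window of Tex10 itself, 40 to 50 Mb on chromosome 4, had calls in 3 of 87 tested genes, against 50 of 7970 on the other chromosomes. The fullest window, 130 to 140 Mb, lies far from that of Tex10. The labels give the same strain for all libraries, and reads, which would show strain variants, were not used here. The hypothesis of strain DNA is therefore open, and a response to Tex10 loss may add to it or be the cause in its place.

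Other technical explanations of the calls in germ cells were weighed. Clusters were made again without the called genes, the acrosome genes and Tex10 among the variable genes. With equal weights of these clusters in every library, 164 of the 208 calls over the 5 classes (78.8%) stayed. This argues against a mix of stages as the main cause over the classes together. The calls that stayed were 21 of 27 in spermatogonia, 15 of 17 in early spermatocytes, 56 of 70 in round spermatids and 42 of 43 in elongating spermatids. In late spermatocytes only 30 of 51 stayed, and 34 of 51 passed in these clusters as summed. A larger part of such a mix stays open in that class. Genes above free RNA levels, as judged from the wildtype libraries alone, made up 88.0% of the calls. This argues against free RNA as the main cause of calls lower in the knockout library. For calls higher in the knockout library it cannot decide, since their knockout level was not judged. Of the 143 genes, 28 (19.6%) share over 50% of their 3′ end with other genes, against 24 of 500 (4.8%) random tested genes. Shared reads are thus not the main cause, but they could be a part of it, for example in Rpl29, Gm8797 and Eif3j2, where a strain variant in 1 copy would move reads between copies.

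Tex10 was lower in round spermatids of the knockout library, at 70.0% of the wildtype mean. The upper bound of the knockout interval lay 3.73 CPM under the lowest wildtype bound, which argues against counting error. With equal weights of the clusters made again, the levels were 24.1 and 22.5 CPM in the wildtype libraries and 17.3 CPM in the knockout library, so the knockout level was 74.2% of the wildtype mean, which argues against a mix of stages as the whole cause. Elongating spermatids of the wildtype libraries held at most 4.32 CPM of Tex10 (upper bound), with fewer UMIs per cell than round spermatids, so the loss of all free Tex10 RNA could not give the fall of 8.56 CPM in round spermatids. What stays open is a lower transcript level after the conditional deletion, and an effect of strain DNA on chromosome 4, where Tex10 lies; neither was tested. In spermatogonia no difference was detectable, and one too small for the intervals to show is not excluded. The lack of a detectable difference might reflect a Cre that acts later, a transcript that persists without the deleted exons, or the pooling of 2 mice. The data do not separate these.

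Acrosome genes were lower in late spermatocytes of the knockout library, with a median log2 ratio of −0.58. The fall lay in the 19 of 34 members at levels that free RNA can give, with a median of −0.85, while the other 15 had 0.009. With a minimum of 20 CPM the median was −0.118. Called genes lead a cluster of this class, so the clusters made again were used here too. In them the median was −0.366 as summed and 0.013 with equal weights, in line with a mix of stages that differs between the libraries. A different spread of cells over the stages of the class, by genotype or by sampling of 1 suspension, may be the source, and so may free RNA that differs between the clusters; neither was tested further.

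In spermatogonia the acrosome list was also lower, with a median log2 ratio of −0.25, although 31 of its 36 members were at levels that free RNA can give. Other genes at such levels with round spermatids as their highest class, 624 in number, had a median of −0.191, so the fall was not one of acrosome genes alone. Less free spermatid RNA in the knockout library would lower such genes in all droplets. Of the 624 genes, 307 were at free RNA levels in myoid cells too. In spermatogonia they summed to 4467 and 4721 CPM in the wildtype libraries and to 3769 CPM (3707 to 3832) in the knockout library, and in myoid cells to 6808.5, 6891 and 6972 CPM (6769.5 to 7179), which was 101.8% of the wildtype mean. Transcripts of Prm1, Prm2, Tnp1 and Tnp2 in spermatogonia stood at 5318 CPM in the knockout library, between the 4810.4 and 5333 CPM of the wildtype libraries. Both values argue against less free spermatid RNA as the whole cause. In Leydig cells the 307 genes stood at 92.3% of the wildtype mean, so that a part in it stays open. Lower expression of these genes in spermatogonia and fewer remains of round spermatids in their droplets also stay open and were not tested.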
